A study of Mus musculus with 8 samples. Its data were reported in "The imprinted Igf2-Igf2r axis is critical for matching placental microvasculature expansion to fetal growth" (2022).

How the data were processed

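RNA-seq was performed on feto-placental endothelial cells (FPEC) sorted by FACS as CD31-positive, CD41-negative, live single cells from the labyrinthine zone of male mouse placentae at E16 (embryonic day 16). The labels place 4 libraries in the control group and 4 in the mutant group, with replicate numbers 1 to 4 for controls and 5 to 8 for mutants, and give the strain as C57BL/6J. According to the study, the mutants (Igf2EpiKO) had the paternally inherited Igf2 allele deleted in the epiblast lineage. The maternal allele, silent through imprinting, was left in place. The epiblast gives rise to the fetus and the placental endothelium but not to trophoblast. The labels name no litter, sorting day or sequencing batch, so no such term could enter a fit and none could be checked.

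Per the labels and the methods, the authors amplified a few nanograms of total RNA with a whole-transcriptome kit, sheared the cDNA, sequenced it as single-end reads, aligned the reads to GRCm38 with TopHat2 2.0.11 and estimated gene abundance with Cufflinks 2.2.1. The deposited values are FPKM (fragments counted relative to transcript length and to the mapped reads of the library) in 1 table of 53460 Ensembl genes by 8 libraries, without pooling of replicates. The annotation release and the strand setting are not given in the sources used here. Symbols and GRCm38 coordinates came from GENCODE vM21, whose identifiers matched 53270 of the genes, and 190 had no match. Genes that overlap on either strand, and near-identical family members, may therefore share reads.

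FPKM are not counts, and read totals are not part of the table. Relative depth was read from the lowest values of 2925 single-transcript coding genes: 1 read in a transcript of 1 kb was worth 0.0899 FPKM in the deepest library (control replicate 3) and 0.191 FPKM in the shallowest (control replicate 4), whose depth was 47.1% of the deepest. Cufflinks splits reads by maximum likelihood, so whole reads were not recoverable for nearly all genes and a count test was not run. Very short RNAs receive extreme FPKM, since a read is divided by a tiny effective length. The total ranged from 1873972 to 2399187 FPKM per library, of which protein-coding genes held only 15.5% to 18.6%. An exact 0 can be a failed estimate: the mitochondrial rRNA mt-Rnr2, abundant in any cell, was listed at 0 in control replicate 3 and in mutant replicates 5 and 6.

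For the comparison of mutants with controls, the deposited FPKM were used without rescaling. Genes with a mean of at least 1 FPKM in either group were kept (17238 genes, 11583 of them protein-coding) and log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend, prior degrees of freedom 2.23), two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Fold changes are on the log2(FPKM + 1) scale, mutant minus control, which understates the change of low genes. For single genes an exact permutation test of the 8 values was also run, in which 4 libraries against 4 cannot give a two-sided p below 0.0286. Values are given as mean ± SD with n = 4 per group unless stated otherwise. The study describes the FPEC samples behind its expression ranking as independent biological replicates. The labels number the samples without naming the placenta or litter of each, and the p-values measure the spread between these samples.

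Gene lists were fixed before the data were examined. Of 33 lists, 32 had at least 3 tested members, and the decidual marker list, with 2 of its 5 genes tested, was left out. Each was tested with limma's camera (preset inter-gene correlation 0.01), adjusted over the 32 lists, and again with an estimated correlation and with fry. Members were also counted with the adjustment over all genes and with the p-values adjusted over the list alone. The lists of genes the study checked by qRT-PCR and of transcription factors the study picked were chosen by the study on these samples. The rule for the genes named in the text, also fixed before the data were examined, took Igf2, H19, Igf1r, Igf2r and Insr, the genes with the largest changes among those past the threshold with a mean of at least 5 FPKM in a group, non-overlapping groups and a symbol outside the Gm, Mir, Snor, n-R5s, Rn and Rik families (up to 12 per direction), up to 4 members of each list with the smallest p plus any the study picked, and imprinted genes among the top 100 in controls. Genes named in the results outside the rule, after their values were seen, are Gm33148, Mir3092, Mir6398, Gm27786, Gm27483, Plagl1, Peg3, Angpt1, Col1a1, Col1a2, Col3a1, Dcn, Xist, Ctsj, Tpbpa, Prl2b1, Prl8a9, Lsp1 and Igf2os.

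The code was tested on 5 simulated data sets drawn from the real genes' means and SDs for the comparison of mutants with controls, with 200 genes changed per set and 16848 to 16891 genes tested. It recovered 24.8% of genes changed by 1 log2 unit, 80.4% of those changed by 2, 95.6% of those changed by 3 and 98.8% of those changed by 5, with 9 to 15 false calls per set. Without changed genes, at most 3 genes and 0 lists were called. The interferon list, shifted by 0.70 log2 units, was called in each of the 5 sets, together with at most 2 other lists. The simulation drew genes independently of each other, whereas members of real lists are correlated (estimated correlation 0.215 for the interferon list). These counts of lists therefore do not show how often camera calls correlated lists by chance. Alternatives covered the pseudocount, the filter on low values, 4 other scalings, the variance model, sample weights, the features tested, the set test each library left out in turn and, added after the data were seen, protein-coding genes alone and the 2 libraries with the most trophoblast RNA left out together. The filter by symbol also removes other genes whose symbols start alike, such as Mirg and coding genes whose symbols start with Rn. It kept 11449 features, fewer than the 11583 protein-coding genes tested in the main fit. The 35 splits of the 8 libraries into 4 and 4 were all fitted. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.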

Results

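The data are FPKM of FPEC from the E16 labyrinthine zone, the layer of the mouse placenta in which nutrients and gases are exchanged, in 4 control and 4 mutant libraries. Between 14328 and 15112 genes per library reached 1 FPKM. Spearman correlations of FPKM between libraries ranged from 0.741 to 0.764 within groups and from 0.735 to 0.766 between groups, so the groups did not separate on their overall profiles. Relative depth ranged from 47.1% to 100% of the deepest library, with a mean of 71.3% ± 21.8 (SD, n = 4) in controls and 67.3% ± 20.1 (SD, n = 4) in mutants.

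The first question was whether the libraries carry the deletion their labels give. Igf2 (ENSMUSG00000048583, chromosome 7, 142650766 to 142666816, minus strand), which encodes the growth factor IGF2, was at 22270, 21650, 25210 and 19100 FPKM in control replicates 1 to 4. In mutant replicates 5 to 8 it was at 64.1, 607, 135 and 152 FPKM. The mutant mean was 1.09% of the control mean (22060 ± 2507 FPKM in controls against 240 ± 248 FPKM in mutants, SD, n = 4 each), a fall of 7.02 on the log2 scale (SE 0.59, limma adjusted p = 0.00563, exact permutation p = 0.0286, the smallest the design allows). All 8 libraries matched their labels. The level in mutant replicate 6 stood above the other 3 mutants.

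The other named genes of this axis did not pass the test. H19, the maternally expressed noncoding RNA next to Igf2, was at 8107 ± 2107 FPKM in controls and 7811 ± 1445 FPKM in mutants (SD, n = 4 each, limma adjusted p = 0.978). The receptors gave log2 differences of -0.08 for Igf1r, -0.09 for Igf2r and 0.74 for Insr, with limma adjusted p of 0.915, 0.908 and 0.678. Among the 9 tested genes of the IGF axis list, 1 fell (Igf2) and none rose over all genes tested. With p-values adjusted over the list alone, 4 were higher and 2 lower, among them Igf1 (log2 difference 1.15), Igfbp3 (0.41), Insr and Igfbp4 (-0.63), but the adjustment includes Igf2, deleted by design, and over the other 8 genes 0 passed (smallest adjusted p = 0.0503). The list as a whole was not called (camera adjusted p = 0.641), and its median of 0.37 and its mean of -0.51 differed in sign because of Igf2.

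The next question was which genes are most abundant in FPEC of control placentae, imprinted genes in particular. Igf2 ranked 9 of 53460 features by mean control FPKM. The 8 features above it were mitochondrial rRNAs and tRNAs, a microRNA gene and 3 miscellaneous RNAs. Of these, Gm27786 (70 bases) and Gm27483 (71 bases) lie on chromosome 7 inside the span of H19. Without small RNAs and unnamed genes Igf2 ranked 1. Of 36 listed imprinted genes, 7 were among the top 100 of all features: Igf2, H19, the cell cycle inhibitor Cdkn1c (3147 ± 490 FPKM), Rian (2063 ± 238), Mest (1244 ± 157), Dlk1 (1042 ± 160) and Meg3 (998 ± 151; SD, n = 4 each). Without small RNAs and unnamed genes 10 were, with Plagl1 at rank 35, Peg3 at rank 71 and Igf2r at rank 83 in addition. Of the 33 imprinted genes tested, only Igf2 changed in mutants, and the list was not called by camera (median log2 difference -0.04, adjusted p = 0.398). Dlk1, Mirg and Commd1 had the next smallest p, with log2 differences of 0.43, 0.40 and -0.66.

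**Figure D1:**
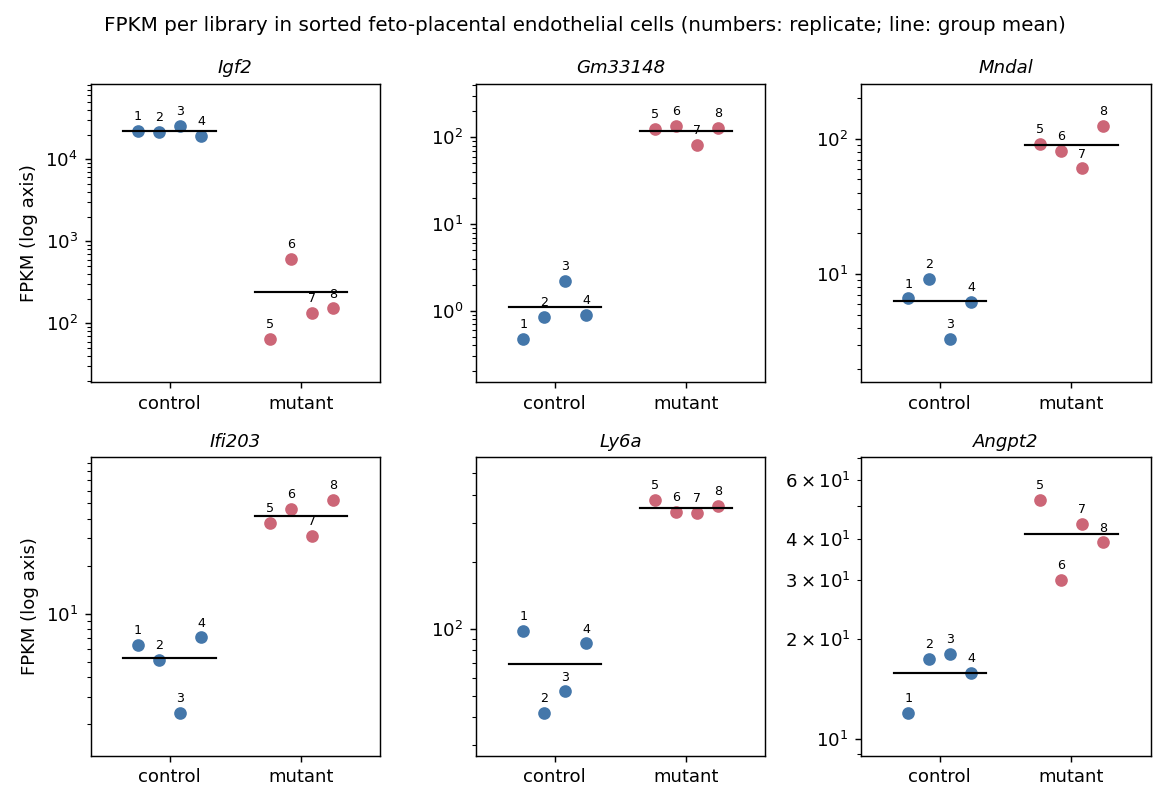
FPKM of Igf2, Gm33148, Mndal, Ifi203, Ly6a and Angpt2 in each library (log axes that differ between panels), with blue points for controls, red points for mutants, replicate numbers beside the points and a line at each group mean. The groups do not overlap in any of the 6 panels, and Igf2 falls from 22060 to 240 FPKM on average.

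The main comparison asked which other genes differed between mutant and control FPEC. Of 17238 genes tested, 5 rose and 3 fell at an adjusted p under 0.05 in limma, all by more than 1.5-fold. At an unadjusted p under 0.05, 665 were higher and 514 lower. Among protein-coding genes, Igf2 fell and 3 genes rose. Mndal and Ifi203, interferon-inducible members of the Ifi200 family, rose from 6.34 ± 2.40 to 89.2 ± 26.4 FPKM and from 5.24 ± 2.08 to 41.9 ± 9.34 FPKM (SD, n = 4 each), with log2 fold changes of 3.64 (SE 0.31, limma adjusted p = 0.00563) and 2.83 (SE 0.31, limma adjusted p = 0.0318). Ly6a, the gene of the surface antigen SCA-1, rose from 69.5 ± 26.7 to 351 ± 22.01 FPKM (SD, n = 4 each; log2 fold change 2.40, SE 0.27, limma adjusted p = 0.0332). Each of the 3 was higher in all 4 mutants than in any control. Over all genes tested, 4.21% had non-overlapping groups, against 2.86% expected by chance. Mndal (chromosome 1, 173849126 to 173942491, minus strand) and Ifi203 (173920407 to 173942672, same strand) overlap in the annotation and have close paralogs beside them, so their reads may be shared. Ifi203 lost its call without control replicate 1 or 2 or any 1 of the 4 mutants (limma adjusted p up to 0.122), and Ly6a without control replicate 3 or any 1 of the 4 mutants (up to 0.122), with log2 fold changes that stayed between 2.72 and 2.96 and between 2.29 and 2.42 in those fits.

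Of the remaining 4 called features, Gm33148, Mir3092 and Mir6398 fall outside the naming rule and were singled out after their values were seen. Gm33148, an unnamed long noncoding RNA gene, rose from 1.11 ± 0.76 to 118 ± 24.5 FPKM (SD, n = 4 each; log2 fold change 5.85, SE 0.28, limma adjusted p = 0.00011). It lies on chromosome 7 from 142591744 to 142620804 on the plus strand, between H19 (142575529 to 142578143) and Igf2, beyond the 3' end of Igf2 and on the opposite strand. The FPKM carry no information on strand here. The other 3 are short RNA genes listed at 0 in every library of a group. The mitochondrial tRNA gene mt-Tq was at 596, 595, 355 and 829 FPKM in controls 1 to 4 and Mir3092 at 94.3, 193, 60.1 and 135 FPKM, and both were listed at 0 in the 4 mutants. Mir6398 was listed at 0 in the 4 controls and was at 96.2, 66.3, 123 and 108 FPKM in mutants 5 to 8.

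**Figure D2:**
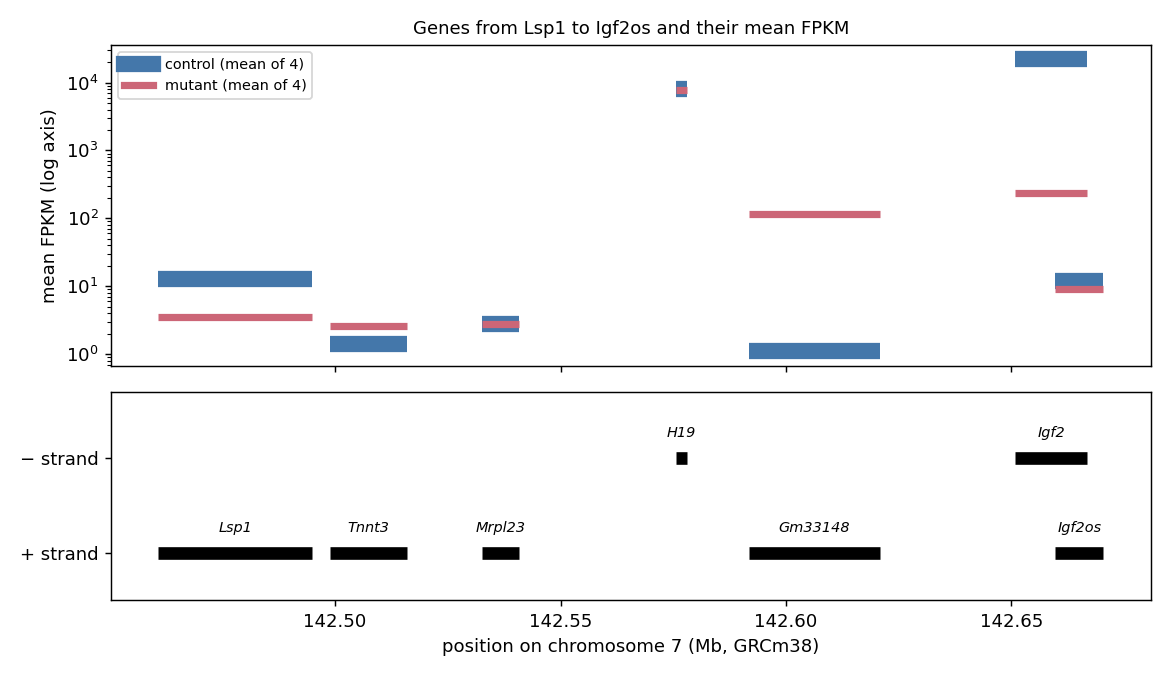
Map of chromosome 7 from Lsp1 to Igf2os (GRCm38, position in Mb), with the strand of each gene in the lower panel and its mean FPKM in controls (wide blue bars) and mutants (narrow red bars, n = 4 each) on a log axis in the upper panel. Gm33148, between H19 and Igf2, goes from 1.11 to 118 FPKM, and H19 is at 8107 and 7811 FPKM.

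Gene lists fixed before the data were examined were then used to ask whether groups of genes moved together. Of 32 lists, camera called 18 with a preset correlation, 15 higher and 3 lower in mutants. With an estimated correlation 2 calls held, those of the genes the study checked by qRT-PCR and of the secreted angiogenesis inhibitors. No gene of any list except Igf2 passed limma's test over all genes, so the list members below other than Igf2 are given as values.

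Genes induced by interferon were higher as a group. All 48 tested members of the interferon response list had positive log2 differences (0.05 to 2.00, median 0.72, camera adjusted p = 1.74e-28, and adjusted p = 0.0502 with an estimated correlation). None passed over all genes tested in limma, 33 had an unadjusted p under 0.05, and 31 were higher with p-values adjusted over the list alone. The GTPase gene Iigp1 was at 8.84 ± 3.09 FPKM in controls and 28.1 ± 3.75 in mutants, Gbp2 at 14.6 ± 2.46 and 26.1 ± 2.03, Ifi27l2a at 2.10 ± 1.78 and 10.2 ± 2.44, and the nucleic acid sensor Zbp1 at 3.33 ± 1.95 and 13.9 ± 3.15 (SD, n = 4 each). Their groups did not overlap. The MHC class I antigen presentation list followed the same direction, with 16 of 18 members positive (median 0.46, camera adjusted p = 5.02e-09, and adjusted p = 0.0502 with an estimated correlation). None passed over all genes in limma, 9 had an unadjusted p under 0.05, and 6 were higher when adjusted over the list alone, among them H2-K1 (169 ± 32.3 to 305 ± 32.7 FPKM), B2m (1127 ± 191 to 2024 ± 241), H2-T23 (24.6 ± 4.89 to 41.9 ± 3.22) and H2-Q4 (10.2 ± 1.53 to 17.5 ± 1.54; SD, n = 4 each). Chemokines and cytokines had 18 of 21 members positive (median 0.51, camera adjusted p = 0.00179, and adjusted p = 0.305 with an estimated correlation). Of these, 0 passed over all genes or when adjusted over the list alone in limma, and 4 had an unadjusted p under 0.05, namely Il6, Cxcl10, Csf1 and Cxcl9 with log2 differences of 0.96, 1.11, 1.25 and 2.52. Leukocyte adhesion molecules had 7 of 9 positive (median 0.31, camera adjusted p = 0.0027, and adjusted p = 0.071 with an estimated correlation), with 0 passing in limma over all genes or over the list alone and 4 at an unadjusted p under 0.05, namely Vcam1 (log2 difference 1.25), Selp (1.79), Sele (1.29) and Jam2 (0.64). Macrophage and leukocyte markers, which sorted endothelial cells should lack, went the other way (median -0.15 over 9 genes, camera adjusted p = 0.0339, and adjusted p = 0.171 with an estimated correlation), with 0 passing in limma over all genes or over the list alone and 2 at an unadjusted p under 0.05. Fcer1g was at 5.38 ± 1.89 and 1.81 ± 1.57 FPKM, Laptm5 at 4.60 ± 0.76 and 2.17 ± 0.84, S100a9 at 1.62 ± 0.80 and 0.81 ± 0.45 (SD, n = 4 each), and Ptpn6 was at 55.01 FPKM in control replicate 4 and at most 2.13 in the other libraries.

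The secreted inhibitors of angiogenesis were higher as a group (median 0.63 over 14 genes, 11 positive, camera adjusted p = 3.88e-05, and adjusted p = 0.0495 with an estimated correlation). None passed over all genes in limma, 6 had an unadjusted p under 0.05, and 3 were higher when adjusted over the list alone. Angpt2, an antagonist ligand of the TIE2 receptor, was at 15.7 ± 2.70 FPKM in controls and 41.4 ± 9.29 in mutants (log2 difference 1.33, SE 0.21, limma adjusted p = 0.282). Isg15 had a log2 difference of 0.95, Thbs1, which encodes thrombospondin, 1.33, and Adamts1 0.65. The 6 members at an unadjusted p under 0.05 include Isg15, Cxcl10 and Cxcl9, which are induced by interferon, and Angpt2, Thbs1, Adamts1 and Cxcl10 are also among the genes the study checked. Without members shared with another list the call ended (camera adjusted p = 0.656). Of the 8 genes the study checked by qRT-PCR, 7 had positive differences (median 0.92, camera adjusted p = 1.54e-07, and adjusted p = 0.0474 with an estimated correlation). All 7 were higher when adjusted over the list alone, a list chosen by the study on these samples and so not independent evidence, and 0 of 8 passed over all genes in limma, with 7 at an unadjusted p under 0.05. Besides Iigp1, Angpt2, Thbs1, Adamts1 and Cxcl10 they were the cell cycle inhibitor Cdkn1a (293 ± 66.0 to 478 ± 28.9 FPKM) and the endothelin gene Edn1 (77.8 ± 17.7 to 124 ± 24.6), while Hey2 was at 7.30 ± 3.69 and 3.53 ± 1.12 FPKM (SD, n = 4 each). The 4 transcription factors the study picked, also no independent evidence, had log2 differences of 1.28 (Irf7), 0.60 (Klf4), 0.93 (Egr1) and -0.80 (Hey2), with 3 at an unadjusted p under 0.05, 0 passing over all genes in limma and 2 when adjusted over the list alone (camera adjusted p = 0.0304, and adjusted p = 0.257 with an estimated correlation).

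Of the angiopoietin and Tie genes, the TIE2 receptor gene Tek was at 187 ± 36.2 and 142 ± 24.2 FPKM, Tie1 at 44.2 ± 4.05 and 48.8 ± 6.57 and Foxo1 at 26.6 ± 2.73 and 24.8 ± 2.47 (SD, n = 4 each), with limma adjusted p of 0.741, 0.833 and 0.881. The list of 5 was not called (camera adjusted p = 0.633), with a median of -0.02 and a mean of 0.19, and 1 gene, Angpt2, was higher when adjusted over the list alone. Angpt1, which the naming rule does not cover, was below the filter, at 0.26 FPKM in both groups. Tip cell genes were called with the preset correlation (median 0.23 over 13 genes, camera adjusted p = 0.0131, and adjusted p = 0.345 with an estimated correlation), led by Angpt2, Apln (log2 difference 0.90), Igfbp3 (0.41) and Plaur (0.58), and the call ended without members shared with another list (adjusted p = 0.0692). VEGF ligands and receptors were not called (median 0.00 over 9 genes, adjusted p = 0.803), with Flt1 at -0.25, Vegfb at -0.69, Pgf at 0.55 and Vegfc at 0.34. Notch pathway genes (median -0.13 over 15, adjusted p = 0.398; Hes1 -0.37, Notch1 -0.36, Jag2 0.29) and arterial genes (median -0.03 over 14, adjusted p = 0.478; Gja5 -1.04, Mgp 1.13, Gja4 -0.59) were not called, nor were venous genes (median -0.05, mean 0.26 over 6, adjusted p = 0.853; Aplnr -0.15, Nrp2 -0.10, Ephb4 -0.09). Endothelial identity genes were called with the preset correlation (median 0.14 over 28, camera adjusted p = 0.0339, and adjusted p = 0.655 with an estimated correlation). Emcn was at 413 ± 29.5 FPKM in controls and 609 ± 34.3 in mutants and was the 1 member higher when adjusted over the list alone, and Ecscr, Lyve1 and Erg had log2 differences of 0.40, 0.62 and 0.42.

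Genes induced by growth factor and stress signalling were also higher with the preset correlation. In the immediate early list 28 of 30 were positive (median 0.41, camera adjusted p = 6.91e-09, and adjusted p = 0.204 with an estimated correlation). Of these 0 passed over all genes in limma, 8 had an unadjusted p under 0.05 and 1, Ier3 (155 ± 15.3 to 267 ± 42.9 FPKM; SD, n = 4 each), was higher when adjusted over the list alone, followed by Junb (log2 difference 0.53), Fosl2 (0.74), Ier2 (0.78) and Klf4. The ERK output list had 16 of 16 positive (median 0.54, camera adjusted p = 3.88e-05, and adjusted p = 0.157 with an estimated correlation), led by Ier3, Egr1, Etv1 (1.35) and Spred2 (0.63), 2 of them at an unadjusted p under 0.05. Targets of p53 had 17 of 19 positive (median 0.25, camera adjusted p = 0.00242, and adjusted p = 0.0653 with an estimated correlation), with 2 at an unadjusted p under 0.05, Cdkn1a and Zmat3 (0.59), followed by Eda2r (0.78) and Gadd45a (0.63). Cell cycle genes were not called (median -0.07 over 35, camera adjusted p = 0.853; Tyms -0.73, Cdk1 0.78, Kif11 -0.43, Hmgb2 0.66), nor were apoptosis regulators (median 0.03 over 21, adjusted p = 0.866; Mcl1 0.33, Bax 0.44, Bmf -0.39, Bcl2 -0.52). In both lists 0 members passed in limma over all genes and 0 had an unadjusted p under 0.05. The hypoxia response was not called (median 0.05 over 25, adjusted p = 0.478; Ankrd37 1.39, Pdk1 -0.80, Serpine1 0.91).

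Extracellular matrix genes went both ways (24 of 38 positive, median 0.17, camera adjusted p = 0.0304, and adjusted p = 0.354 with an estimated correlation). The elastin gene Eln was at 21.2 ± 4.13 and 43.8 ± 5.68 FPKM and was the 1 member higher when adjusted over the list alone, Lamb2 was at 50.3 ± 5.81 and 99.0 ± 34.4, Fbln5 at 18.8 ± 5.58 and 30.0 ± 4.58, and Col15a1 was lower at 7.73 ± 5.08 and 2.67 ± 0.74 (SD, n = 4 each). Lipid and solute transport genes were not called (median 0.02 over 22, adjusted p = 0.755; Slc38a4 -0.57, Car4 0.97, Gpihbp1 0.63, Slc27a1 0.61). Mitochondrial transcripts (median 0.30 over 11, camera adjusted p = 0.00553, and adjusted p = 0.507 with an estimated correlation) lost their call without mutant replicate 5 (adjusted p = 0.196), in which mt-Nd4, mt-Cytb and mt-Nd2 were highest, and mt-Nd3 had a log2 difference of 0.83. Heat shock genes (median -0.23 over 12, camera adjusted p = 0.0207, and adjusted p = 0.69 with an estimated correlation), led by Hspa1a (-0.89), Hspa1b (-0.80), Hsph1 (-0.45) and Hspd1 (-0.62), lost theirs without control replicate 3 (adjusted p = 0.656) or mutant replicate 6 (0.375). No member of these 2 lists passed in limma over all genes or over the list alone, with 0 and 2 at an unadjusted p under 0.05.

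Markers of other cells of the placenta were examined because a sort can carry them. Pericyte and mesenchyme markers were higher as a group at low levels (12 of 13 positive, median 0.62, camera adjusted p = 9.92e-05, and adjusted p = 0.171 with an estimated correlation), with Postn at 3.51 ± 0.78 and 7.31 ± 3.16 FPKM, Rgs5 at 0.82 ± 0.57 and 2.25 ± 0.95, Pdgfrb at 0.43 ± 0.22 and 2.24 ± 1.71 and Myh11 at 0.53 ± 0.28 and 1.37 ± 0.45 (SD, n = 4 each). Of the 13 markers tested, 5 (Postn, Col1a1, Col1a2, Col3a1 and Dcn) are also in the extracellular matrix list. None passed in limma over all genes or over the list alone, and 3 had an unadjusted p under 0.05. Erythroid markers (median -0.04 over 6, camera adjusted p = 0.803; Hbb-bs -0.96, Epb42 0.34, Alas2 -0.22, Hba-a1 0.05) and megakaryocyte markers (median -0.21, mean 0.19 over 3, adjusted p = 0.907; Itga2b 1.04, Itgb3 -0.28, Plek -0.21) were not called. Among sex-linked genes, a list that checks the label of male placentae, Uty, Eif2s3y, Kdm5d and Ddx3y were at group means of 13.5 to 53.4 FPKM and Xist was at 1.51 ± 0.93 and 1.31 ± 0.90 FPKM. The list was called lower (median -0.43 over 5, camera adjusted p = 0.023, and adjusted p = 0.157 with an estimated correlation), with 0 members passing in limma over all genes and 1 at an unadjusted p under 0.05.

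Trophoblast markers did not differ between groups (median 0.01 over 10, camera adjusted p = 0.755; Krt18 0.88, Rhox9 1.17, Slc16a3 -0.34, Ctsq 1.81), but single libraries stood apart. Ctsj and Tpbpa fall outside the naming rule and were chosen after their values were seen. Ctsq, a cathepsin gene of trophoblast giant cells, was at 135 FPKM in mutant replicate 6 and at most 0.78 in the other 7 libraries, and Ctsj was at 116 FPKM there and at most 4.32 elsewhere. Tpbpa, a marker of the junctional zone, was at 140 FPKM in control replicate 2 and between 7.20 and 18.5 in the other 7. With both libraries left out, a fit chosen after these values were seen, the interferon list (camera adjusted p = 1.19e-20) and the secreted inhibitors (8.26e-05) stayed called, the endothelial identity list (0.423), the extracellular matrix list (0.126), the heat shock list (0.214), the sex-linked list (0.0677) and the picked transcription factors (0.0844) did not, and limma called 8 genes higher and 7 lower.

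**Figure D3:**
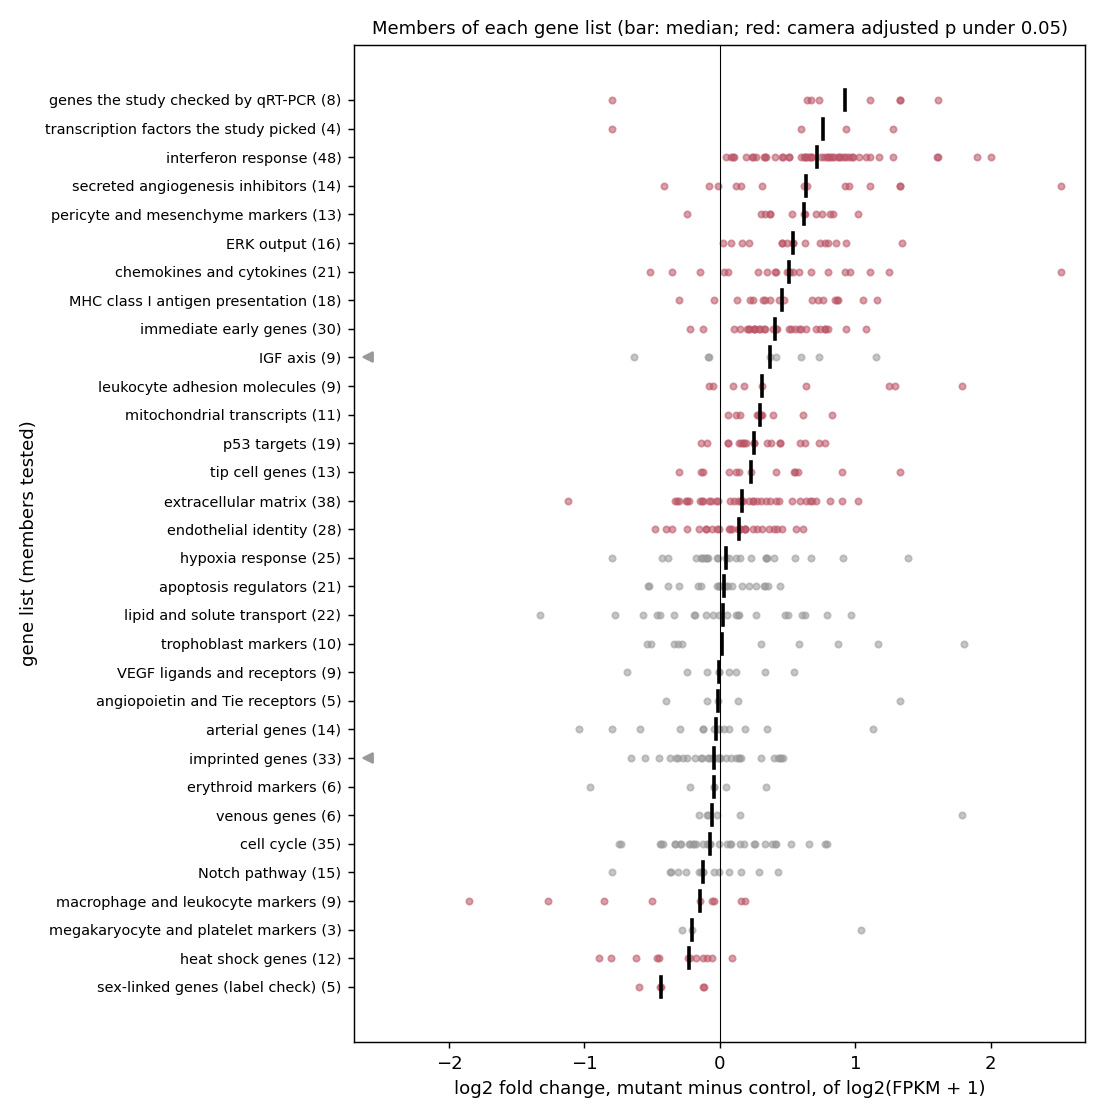
Log2 differences between mutants and controls (x axis, of log2(FPKM + 1)) for each tested member of the 32 gene lists, with the median as a black bar, lists called by camera with the preset correlation in red, other lists in grey, and triangles for Igf2 at -7.02, beyond the axis. All 48 interferon genes lie above 0, with a median of 0.72.

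**Figure D4:**
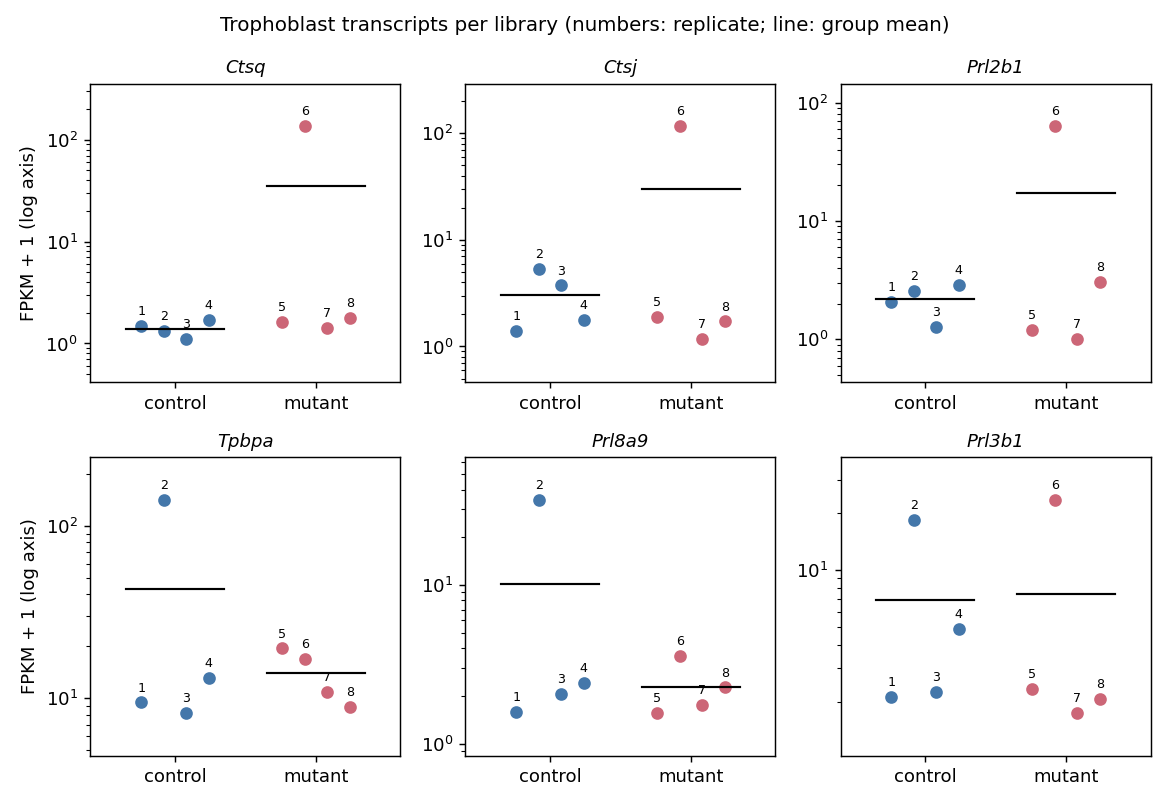
FPKM + 1 of 6 trophoblast genes in each library on log axes that differ between panels (blue controls, red mutants, replicate numbers beside the points, line at the group mean of 4). Ctsq, Ctsj and Prl2b1 are highest in mutant replicate 6, and Tpbpa and Prl8a9 in control replicate 2.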

Values the study reported

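The study detected about 14,000 genes in its FPEC RNA-seq. It placed Igf2 first by expression and counted several imprinted genes among the leading 100. It set the expression limit at 1 FPKM and called genes with a fold change above 1.5 and a false discovery rate under 5%. Among the genes it called were Angpt2, Adamts1, Cxcl10, Thbs1, Edn1, Iigp1, Cdkn1a and Hey2, which it checked by qRT-PCR in independent samples. All of these but Hey2 were also called in its second model, Igf2ECKO, in which Igf2 is deleted in the endothelium.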

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

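The tests of undeleted cells and of trophoblast RNA in mutant replicate 6 were chosen only after its values were seen.

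Among 128 named genes, 21 of 256 groups of 4 libraries held a library far from the other 3 by Dixon's 95% criterion, which chance alone meets in about 5% of groups. In mutant replicate 6 Igf2 was at 606.7 FPKM against 64.1 to 152.4 in the other 3 mutants, Ctsq at 134.8 against at most 0.779, Rhox9 at 17.91 against at most 2.55, and Fcer1g at 4.158 against at most 1.13. In mutant replicate 5 the mitochondrial mt-Nd4, mt-Cytb and mt-Nd2 were highest, at 1577, 3833 and 883.2 FPKM. Mutant replicate 8 was highest for Ier3 (331.4 FPKM) and H2-K1 (353.5), and mutant replicate 7 was lowest for Fbln5 (23.14). Control replicate 3 was highest for H19 (11260 FPKM against 6919 to 7278), Hspa1a (602.2), Mcl1 (176) and Cxcl10 (33.79). Control replicate 4 was highest for Ptpn6 (55.01 FPKM), Etv1 (1.654) and Cxcl9 (1.135), and control replicate 2 for Epb42 (1.163). Control replicate 1 was highest for Pgf (1.857 FPKM) and lowest for Ddx3y (14.42) and Nrp2 (32.96).

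Residual Igf2 in mutant replicate 6 was 2.75% of the control mean, against 0.291% to 0.691% in the other mutants. A candidate explanation is RNA from trophoblast, which Meox2Cre leaves undeleted and which expresses Igf2: over 40 trophoblast genes other than Ctsq, listed before the test, of which 9 are in the trophoblast list above and 20 average at least 1 FPKM in controls, the median log2 ratio of this library to the other mutants was 0.73 (bootstrap interval 0.193 to 0.984), and 13 of them were highest there of all 8 libraries. The highest were Ctsj (115.8 FPKM), Prl2b1 (62.08), Cts6 (25.35) and Prl3b1 (22.46), whereas Plac1 was at 61.41 against 63.79 to 85.62 in the other mutants, and the sort for CD31 should have removed such cells. Control replicate 2 was highest for other genes of the list, such as Tpbpa (139.9 FPKM), Prl8a9 (33.41), Prl2c5 (29.96) and Ceacam11 (16.78). The count of 13 therefore does not single out 1 library. The bootstrap interval of the ratio reflects the spread between genes, not between libraries. Rhox9, flagged above, and Ctsj stayed in the list, so the test partly restates what prompted it in mutant replicate 6. Undeleted endothelial cells stay open, since genes changed in the other mutants lay closer to control levels in this library by only 1.9 percentage points more than in a left-out mutant on average (interval -10.11 to 12.07), too wide to resolve a share of 2.75%. No biological explanation was tested.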

How the results depend on the processing

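The fit of protein-coding genes with robust variances and the fit without control replicate 2 and mutant replicate 6, the libraries with the most trophoblast RNA, were chosen after the data were seen. No paired analysis was possible because the groups share no replicate numbers. The planned count test was not run, since whole reads were not assured beyond the single-transcript genes used to read depth. No result reversed, and the cause of the changes below was not tested.

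Igf2 stayed called in every alternative (log2 fold change -7.64 to -6.56), as did Mndal (3.38 to 3.85). Gm33148 stayed called in every alternative that tested it (5.208 to 6.772, limma adjusted p up to 0.00533). Ifi203 lost its call without a filter on low values (limma adjusted p = 0.0658), without a variance trend (0.0535) and without the trophoblast-rich libraries (0.317), and ranged from 0.0123 to 0.122 with each library left out, while its log2 fold change was 2.83, 2.83 and 2.795 in the first 3 of these fits, against 2.83 in the main fit. Ly6a lost its call without a filter (0.0715), with quantile normalization (0.0526), without a trend (0.0789) and without the trophoblast-rich libraries (0.117), and ranged from 0.022 to 0.122 with each library left out, while its log2 fold change was 2.398, 2.417, 2.398 and 2.208 in the first 4, against 2.398 in the main fit. Without small RNAs and unnamed genes the limma adjusted p was 0.00202 for Ifi203 and 0.00181 for Ly6a. Among protein-coding genes with robust variances it was 0.0029 for Ifi203 and 0.00278 for Ly6a. Ly6e was called without small RNAs and unnamed genes (0.0396) and among protein-coding genes with robust variances (0.0217), and Rcn3 without control replicate 4 (0.0442).

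The count of genes higher in mutants, overall and by over 1.5-fold, was 3 without a filter, 3 without a trend, 8 without the trophoblast-rich libraries and 5 to 7 with each library left out. The count lower was 1 without small RNAs and unnamed genes, 1 among protein-coding genes, 7 without the trophoblast-rich libraries and 4 to 8 with each library left out. The rank of Igf2 in controls was 7 with quantile normalization, 1 without small RNAs and unnamed genes and 8 to 9 with each library left out.

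The number of lists called was 2 with an estimated correlation, 7 with fry and 11 to 17 with each library left out (11 without mutant replicate 5). With an estimated correlation the adjusted p was 0.0502 for the interferon response, 0.0502 for MHC class I, 0.204 for immediate early genes, 0.157 for ERK output, 0.171 for pericyte and mesenchyme markers, 0.305 for chemokines, 0.0653 for p53 targets, 0.071 for leukocyte adhesion, 0.507 for mitochondrial transcripts, 0.345 for tip cell genes, 0.69 for heat shock genes, 0.157 for sex-linked genes, 0.257 for the picked transcription factors, 0.354 for extracellular matrix, 0.171 for macrophage and leukocyte markers and 0.655 for endothelial identity. Fry does not compare a list with other genes. Its adjusted p was 0.00862 for the interferon response, MHC class I, p53 targets and leukocyte adhesion. It was 0.00717 for secreted angiogenesis inhibitors, 0.0037 for the genes checked by qRT-PCR and 0.0101 for sex-linked genes. For the lists whose call ended with fry it was 0.0994 for immediate early genes, 0.0574 for ERK output, 0.0574 for pericyte and mesenchyme markers, 0.161 for chemokines, 0.321 for mitochondrial transcripts, 0.111 for tip cell genes, 0.638 for heat shock genes, 0.0876 for the picked transcription factors, 0.0921 for extracellular matrix, 0.0574 for macrophage and leukocyte markers and 0.347 for endothelial identity. Without shared members the camera adjusted p was 0.656 for secreted angiogenesis inhibitors and 0.0692 for tip cell genes.

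Endothelial identity had a camera adjusted p of 0.0843 with TPM scaling, 0.122 with TPM scaling without Igf2 and H19, 0.0864 without a trend, 0.071 without small RNAs and unnamed genes and 0.0709 among protein-coding genes. Extracellular matrix had 0.131, 0.152, 0.0594 without small RNAs, 0.0603 among protein-coding genes and 0.123 with a minimum of 5 FPKM. Macrophage and leukocyte markers had 0.248 without a filter and 0.165 with a minimum of 5 FPKM, and pericyte and mesenchyme markers 0.0527 with that minimum. Without the trophoblast-rich libraries the adjusted p was 0.423 for endothelial identity, 0.126 for extracellular matrix, 0.214 for heat shock genes, 0.0677 for sex-linked genes and 0.0844 for the picked transcription factors.

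With each library left out in turn the camera adjusted p ranged from 0.00836 to 0.196 for endothelial identity, 0.015 to 0.176 for extracellular matrix, 0.000713 to 0.656 for heat shock genes, 0.0316 to 0.101 for macrophage and leukocyte markers, 0.00023 to 0.196 for mitochondrial transcripts, 0.0124 to 0.0832 for sex-linked genes, 0.00356 to 0.141 for tip cell genes and 0.00766 to 0.0825 for the picked transcription factors, while the interferon response stayed between 1.43e-33 and 5.78e-22. Depth limits genes near 1 FPKM most, where 1 read in a transcript of 1 kb is worth 0.0899 to 0.191 FPKM.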

Other observations

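The genes in the next 2 paragraphs were chosen after their values were seen. The tests of the interferon list on other chromosomes, of lists matched to it on abundance and of splits for protein-coding genes, for single lists, without the lists the study chose and with an estimated correlation were also chosen only after the results were seen, and the list of genes for folding and secretion was written after 4 such genes had been noticed, without those 4.

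Beside Ly6a on chromosome 15, Ly6e was at 474 ± 32.9 FPKM in controls and 859 ± 70.2 in mutants, and Ly6c1 at 33.4 ± 15.3 and 94.6 ± 36.2 (SD, n = 4 each, limma adjusted p = 0.181 and 0.405), while Arc had a log2 difference of -0.35. Beside Mndal and Ifi203 on chromosome 1, the pseudogene Ifi203-ps was at 6.36 ± 2.89 and 19.6 ± 3.37 FPKM (SD, n = 4 each, limma adjusted p = 0.337), and Ifi213, Ifi208 and Ifi204 had log2 differences of 1.51, 1.24 and 1.16. On chromosome 7, Lsp1 (142460809 to 142494867, plus strand), on the far side of H19 from Igf2, was at 12.7 ± 2.09 and 3.57 ± 1.93 FPKM (SD, n = 4 each, limma adjusted p = 0.324), whereas Tnnt3 and Mrpl23, between Lsp1 and H19, had log2 differences of 0.25 and -0.09. None of these passed the test over all genes.

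Among genes for protein folding and transport in the endoplasmic reticulum (ER), the calcium-binding proteins Rcn3 and Rcn1 were at 38.8 ± 11.01 and 13.8 ± 1.77 FPKM and at 17.0 ± 3.71 and 7.76 ± 1.29, Calu at 158 ± 20.9 and 96.7 ± 5.94, and the vesicle protein Sec22b at 38.4 ± 5.44 and 22.1 ± 1.09 (control and mutant, SD, n = 4 each). Their limma adjusted p was 0.305, 0.337, 0.337 and 0.337, and the groups of each did not overlap. The endothelial markers Pecam1, Cdh5 and Kdr had log2 differences of -0.06, 0.19 and 0.00.

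Igf2 ranked 9 among all 53460 features in controls here, below the position quoted from the study above. It ranked 1, the quoted position, without small RNAs and unnamed genes, and the 8 features above it were rRNAs, tRNAs, a microRNA gene and miscellaneous RNAs.

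The count of genes called gives little against chance: 1 of the 35 splits into 4 and 4, the real one, gave as many, but its 8 genes stand against 7 in the highest other split. Of the 8, mt-Tq, Mir3092 and Mir6398 are short RNAs listed at 0 in a whole group, for which chance cannot be excluded, since 28 of the 35 splits gave at least the 3 such features of the real split and the highest other split gave 6. Protein-coding genes called were 4 in the real split, of which Igf2 is deleted by design. Without Igf2 the real split called 3 and the highest other split 1, but 2 of the 3, Mndal and Ifi203, overlap and may share reads, so this count gives little against chance.

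Lists called were 18 in the real split and 11 in the highest other split, with 1 of the 35 splits giving as many, but 2 of them consist of genes the study chose. Without those 2 the numbers were 16 and 10, with 1 of the 35 splits giving as many. That is the smallest share the splits allow (0.0286). The 16 still include lists with genes the study chose on the real split. Examples are the interferon response (Iigp1, Irf7 and Cxcl10) and the secreted angiogenesis inhibitors (Angpt2, Thbs1, Adamts1 and Cxcl10). The share is therefore not independent of that choice, gives only limited support against chance for that total and does not exclude it. Some lists also share members. With an estimated correlation, lists of the study included, the numbers were 2 and 0. These totals do not carry over to each list. In 9 of the 18 called lists only the real split gave a camera p as small, among them the interferon response, MHC class I and the secreted angiogenesis inhibitors. The 9 also include the genes the study checked by qRT-PCR, chosen on the real split, and the sex-linked label check. A share of 1 in 35 is the smallest possible and was not adjusted over the 32 lists, so chance is not excluded for a single list. In the other 9 chance cannot be excluded either, since other splits gave as small a p. Of the 35 splits, 17 did so for heat shock genes and 9 for mitochondrial transcripts. Tip cell and endothelial identity genes had 6 each, chemokines and cytokines 5 and extracellular matrix 3. Immediate early genes, pericyte and mesenchyme markers and the picked transcription factors had 2 each. For immediate early genes another split reached a camera p of 9.04e-18, against 6.48e-10 in the real split, where the estimated correlation ended the call. For the interferon response another split reached a camera p of 1.28e-18, against 5.44e-30 in the real split. For MHC class I the values were 3.77e-07 and 3.14e-10, so a small camera p with the preset correlation also arises from other groupings. Not all of these are free of the real difference. A split that sets 3 controls and 1 mutant against the rest keeps part of it. The split with 11 lists, control replicates 1, 2 and 4 with mutant replicate 6, is such a split. Splits with 2 controls and 2 mutants on each side called at most 5 lists.

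Interferon-induced and MHC class I genes were higher in mutants with the preset correlation, but each list had an adjusted p = 0.0502 with an estimated correlation. With fry, which does not compare a list with other genes, each had an adjusted p = 0.00862. RNA from leukocytes is argued against, since their 9 tested markers lay below the interferon list by a median of -0.86 log2 units (bootstrap interval -1.92 to -0.621). That interval reflects the spread between genes, not between libraries. A scaling difference is argued against too, since lists matched on abundance to the interferon and MHC class I lists had medians up to only 0.102 and 0.165 at their upper 2.5% bound, against 0.72 and 0.46. The call kept under 4 scalings (highest camera adjusted p = 2.29e-26) decides nothing, as a common factor moves all genes alike. A variant at the Ifi200 cluster that acts on genes elsewhere stays open, since 47 of the 48 tested interferon genes lie on other chromosomes and their rise (camera p = 5.97e-30, and p = 0.00539 with an estimated correlation) restates that of the list. For Mndal and Ifi203 themselves a variant carried along in breeding cannot be told apart from induction. The higher levels of the other tested genes of the cluster (camera p = 1.02e-05, and p = 0.0165 with an estimated correlation) were set in advance to exclude it. They would also come from a stretch that spans the cluster. For these genes 2 of the 35 splits gave as small a camera p, so chance cannot be excluded for them. Against a variant, the cluster on chromosome 1 is linked neither to Igf2 on chromosome 7 nor to Meox2 on chromosome 12. The study also bred its strains onto an inbred background. The loss of Igf2, which the design names, and differences between litters, which the labels do not name, both stay open. So does an effect of the Meox2Cre allele, which mutants carry by the study's crosses, with a YFP reporter that Cre switches on. The study also called the interferon-induced genes Iigp1 and Cxcl10 in Igf2ECKO, which uses TekCre in place of Meox2Cre. It checked both genes by qRT-PCR in independent samples. Igf2ECKO also carries a Cre and the reporter, and these calls do not cover the list as a whole. Meox2 itself was at 46.76 ± 4.605 FPKM in controls and 34.93 ± 6.588 in mutants (SD, n = 4 each, limma adjusted p = 0.682). No test here tells these explanations apart.

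Genes for folding and secretion were lower in mutants over a list of 51 tested genes (median log2 difference -0.20, 39 negative, 9 at an unadjusted p under 0.05, camera p = 3.08e-06, and p = 0.0628 with an estimated correlation). In 3 of the 35 splits the camera p was as small, so chance cannot be excluded for this list. Abundance as such is argued against, since lists matched on abundance had medians down to only -0.095 at their lower 2.5% bound. A lower demand for secretion in cells that no longer make IGF2 may account for it, as a hypothesis tested on the data in which it was found. Protein secretion was not measured.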
